A study of Mus musculus with 2 samples. Its data were reported in "Meis1 establishes the pre-hemogenic endothelial state prior to Runx1 expression" (2023).

How the data were processed

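Endothelial cells (EC) were sorted by the submitters from the aorta-gonad-mesonephros region (AGM) of mouse embryos at embryonic day 10.5. The AGM is the site where hematopoietic stem cells arise from hemogenic endothelium (HE). Both sorted populations were CD31-positive, CD117-negative and CD45-negative. Bulk EC came from wild-type littermates. GFP-depleted EC came from transgenic embryos carrying GFP under the Runx1 +23 enhancer, and GFP-positive cells were excluded from them. Each group had 1 library, so no test, p-value or standard deviation was computed, and the differences have no replicate check. The comparison describes 2 libraries, not 2 conditions. The results text of the study speaks of GFP-positive HE and vascular EC, whereas its methods and the labels give GFP-negative EC and bulk EC. The labels were followed here.

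Per the labels and the methods of the study, cDNA was amplified with a SMART kit, the libraries were indexed and sequenced in 1 Illumina HiSeq lane, and reads were aligned to mm9. The submitters' processing notes name BWA 0.5.7 and Cuffdiff without saying which step each performed. The authors deposited 1 table with an RPKM value (reads normalized to the length of the gene model and the depth of the library) for each gene in each library, and a fold column. The annotation release, the counting method and the use of strand are not given in the sources used here. The deposited ratio is bulk EC over GFP-depleted EC without a pseudocount. It equaled the quotient of the RPKM values (tolerance 0.0001, relative) for all 12781 entries with both values above 0, and 66 entries at 0 in GFP-depleted EC had none. The lowest mean of the 2 values in the table was 0.500, which points to a filter applied before deposit. For this reason the threshold of 0.3 used by the study removed no gene. Gfi1, Spi1 and Ptprc had no entry and were not analysed here.

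The table held 12899 entries. Where a symbol was repeated, the entry with the highest mean was kept, which dropped 215 and left 12684 genes. Coordinates and gene types are those given by the authors in the deposited table. Exonic GC content, exon length and exon overlap were taken by Ensembl identifier from GENCODE release M1, which uses mm9. Of the entries, 12341 identifiers matched, and 12144 genes (95.7%) had a GC value. At least 93.8% of the members of each list had a GC value. Older symbols in the table were matched through a gene name table (Evi1 for Mecom, Lincr for Neurl3, Fam38a for Piezo1, Jarid1d for Kdm5d). Coordinates are 1-based.

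Read depth is not in the table and was recovered approximately from the values. In features shorter than 150 bases, the RPKM values of each library were multiples of the amount contributed by 1 covered base. In GFP-depleted EC, 98.1% of 369 such values lay within 0.15 of a whole multiple, and in bulk EC 97.8% of 360 did, where chance gives 30%. With a read length of 100 bases, the best of the lengths scanned, the steps corresponded to 14600000 reads in GFP-depleted EC and 110000000 reads in bulk EC. Intervals beside folds are exact 95% intervals conditional on the approximate read numbers. They cover counting error only, since PCR-amplified reads are not independent molecules.

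The rule of the study was applied to the deposited values: a gene was called higher in a library when its value was at least 0.3 in at least 1 library and the plain ratio was above 1.5. A gene at 0 in the other library passed. Transcription factors (TFs) were taken by a fixed pattern of family symbols, which left out the Zfp genes and found 348 factors. For 32 gene lists, the median log2 ratio was computed as GFP-depleted EC over bulk EC after adding 0.3 to both values, so that a negative value means higher in bulk EC. The addition understates the change of low genes. Each median was placed among 10000 random lists of the same size matched on mean expression in 20 bins. The percentile is a description of these libraries. A list stood apart when its percentile was under 2.5 or over the mirror value at the upper end. The lists covered hemogenic regulators, hematopoietic cluster surface markers, pre-HE genes named by the study, TALE and Hox genes, pan-endothelial, arterial, venous, lymphatic and endocardial genes, Notch, TGF-beta and BMP, inflammatory and Wnt signaling, flow-responsive genes, EMT genes, erythroid, myeloid and megakaryocyte genes, mesenchyme, nephric and epithelial, neural, somite and germ cell genes, cell cycle, immediate early, housekeeping, ribosomal protein, histone, mitochondrially encoded and sex-linked genes. No mitochondrially encoded gene was listed. The pre-HE list and 2 of the lists of arterial and venous genes hold genes that the study named.

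The genes named were chosen by rule: 13 genes of the study's question, of which 10 had an entry, the 10 genes with the largest and the 10 with the smallest log2 ratio among those of at least 5 RPKM in the higher library, the 2 to 4 members of each list with the largest absolute log2 ratio among those of at least 1, and the 5 TFs at each end. A few of the genes so chosen are not reported here. The groups, the rules, the lists and the other settings (other filters, a threshold of 2 fold, pseudocounts of 0.1, 0.3 and 1, median, trimmed mean and quantile scaling, and the mean of a list) were chosen before the data were examined. A correction for GC content (a lowess trend with a fraction of 0.3 subtracted from the log2 ratio), random lists matched on GC, protein-coding genes alone, and a broader TF list were added after the data were seen.

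The code was tested on simulated data for this comparison with 12144 genes, in which 200 were changed by 2 fold on top of a GC trend. After GC correction it recovered 99.5% of them and called 2.81% of the unchanged genes. The simulation held counting error only, without variation from amplification or sorting. Its rates check the code and do not give the rate of false calls in these libraries. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.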

Results

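To ask which genes set the HE apart from other AGM endothelium, RNA was sequenced from bulk EC, which were not gated on a reporter of the Runx1 enhancer, and from EC gated against its GFP. Runx1 itself did not show the depletion. As labelled, genes of the HE would be higher in bulk EC, but a gene higher there need not come from the HE. There was 1 library per group, with about 110000000 reads for bulk EC and 14600000 reads for GFP-depleted EC, a difference of 7.50 fold. The median gene held 3490 and 420 reads, respectively. The 10 highest genes made up 7.70% of the summed RPKM in bulk EC and 7.0% in GFP-depleted EC.

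Meis1, a TALE homeobox factor, was 2.30-fold higher in bulk EC, together with its binding partner Hoxa9 and with the surface molecule Cd44. Runx1, the defining factor of HE, was near the lowest level of the table in both libraries and did not differ by the 1.5-fold rule. Of the gene lists compared, megakaryocyte genes lay farthest toward bulk EC: 12 of 13 were higher there, among them Pf4 at 1112 RPKM. The arterial genes Gja5, Hey1 and Cxcl12 were also higher in bulk EC, before and after GC correction. The arterial list named by the study did not stand apart, and its median after GC correction was -0.02 (percentile 45.5). Across the table, 2997 genes were higher in bulk EC and 1939 in GFP-depleted EC. Among TFs taken by family symbol, 112 were higher in bulk EC and 34 in GFP-depleted EC. With a broader TF list, the share of calls higher in bulk EC was near that of all genes (60.9% and 60.7%).

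Runx1 (ENSMUSG00000022952, chromosome 16, 92602140 to 92826311, minus strand) was measured at 0.62 RPKM in GFP-depleted EC and 0.66 in bulk EC. This was a 1.07-fold difference with a counting interval of 0.83 to 1.38, from about 71 and 567 reads. Meis1 (ENSMUSG00000020160, chromosome 11, 18780674 to 18918964, minus strand) was at 8.33 in GFP-depleted EC and 19.2 in bulk EC (interval of the fold 2.15 to 2.46). Other genes overlap 12.1% of its exonic bases, and reads of such overlaps could not be separated without strand. Hoxa9 (ENSMUSG00000038227, chromosome 6, 52174053 to 52177369, minus strand) was at 0.90 and 2.72, a 3.03-fold difference (2.25 to 4.16). Cd44, an adhesion receptor for hyaluronan, was 2.25-fold higher in bulk EC (2.0 to 2.53). Procr, the protein C receptor of arterial EC and stem cells, was 2.07-fold higher (1.81 to 2.38). Kit, which encodes the CD117 used in the gate, was at 13.3 in GFP-depleted EC and 10.7 in bulk EC. The endothelial genes Cdh5 (81.5 and 72.9) and Pecam1 (153.9 and 154.5) were nearly equal.

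Of the 10 pre-HE genes named by the study, 7 were higher in bulk EC and 0 in GFP-depleted EC, with a median log2 ratio of -1.03 at percentile 0.07. Because these genes were picked by the study, their direction is not independent evidence. Smad6, an inhibitor of BMP signaling, was 5.34-fold higher in bulk EC (log2 ratio -2.01, and -1.22 after GC correction), and Vegfc, a lymphangiogenic growth factor, was 2.21-fold higher. Foxp1 (19.9 and 20.2), Cd200 (32.6 and 28.9) and Tulp4 (1.95 and 1.44), chosen after their values were seen, stayed within 1.5 fold. In the TALE family 5 of 9 members were higher in bulk EC, including Pknox1 at 1.80 fold, and Pbx3 was 1.74-fold higher in GFP-depleted EC. The TALE median of -0.52 was at percentile 5.43, and -0.28 at percentile 13.9 after GC correction. Among 15 Hox genes, 6 were higher in bulk EC, and Hoxb9 alone was higher in GFP-depleted EC, by 3.39 fold. Hoxb5 was 4.38-fold, Hoxb4 3.73-fold and Hoxb2 4.42-fold higher in bulk EC, the last with 49.4% of its exonic bases shared with other genes. The Hox median of -0.38 was at percentile 10.3.

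Hemogenic and EHT regulators, the genes acting in the endothelial-to-hematopoietic transition, were higher in bulk EC for 7 of 16 members and in GFP-depleted EC for 0. The blood factor Gfi1b was at 3.14 in bulk EC and listed at 0 in GFP-depleted EC. Lincr (Neurl3), a ubiquitin ligase gene, was 2.64-fold, Tal1, a master factor of blood specification, 1.99-fold, and Gata2, required for hematopoietic stem cells, 1.88-fold higher in bulk EC. The median of this list was -0.46 at percentile 3.33, and -0.15 at percentile 21.2 after GC correction. Hematopoietic cluster surface markers stood apart (median -0.92, percentile 0.17), with 4 of 8 members higher in bulk EC. Among these were the integrin genes Itgb3 (9.05 fold) and Itga2b (4.59 fold) and, chosen after its values were seen, Slamf1 (3.94 fold). Ly6a, the gene of the Sca-1 antigen, went the other way, at 2.14 in GFP-depleted EC and 0.063 in bulk EC.

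**Figure D1:**
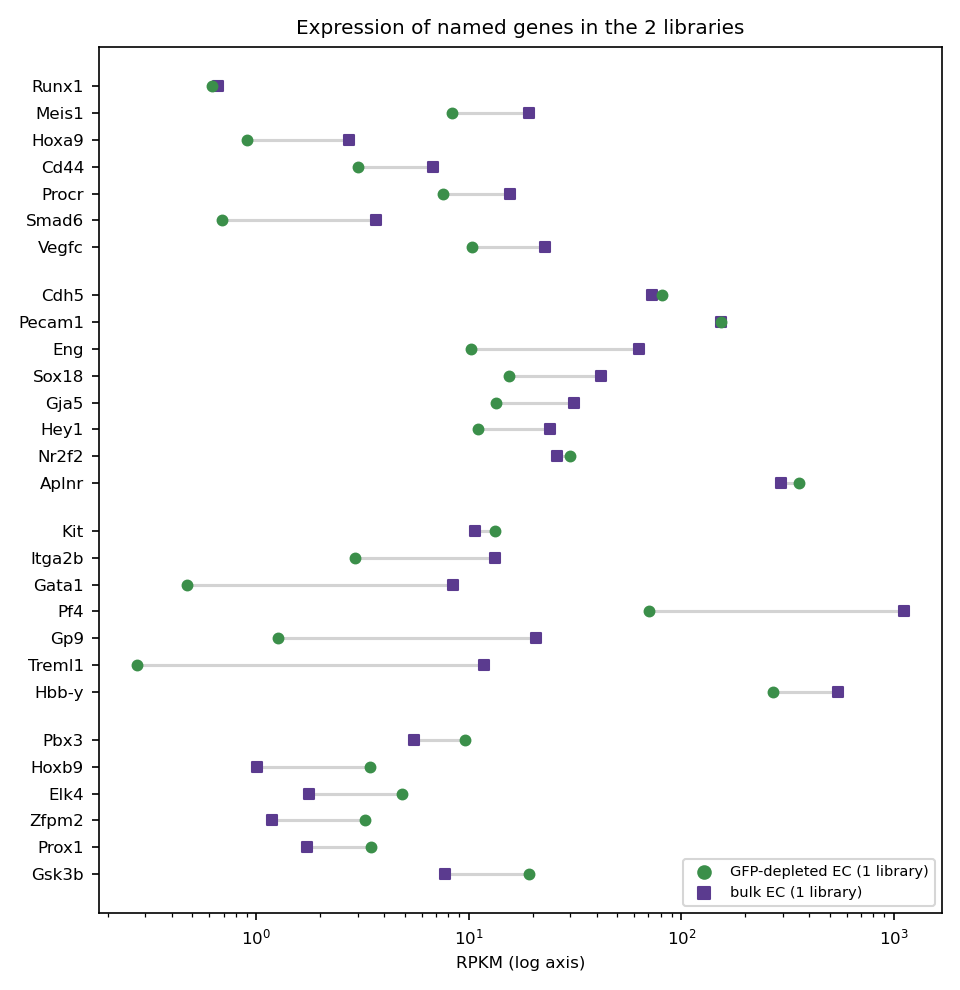
RPKM values (log axis) of the genes of the study's question and of other genes named in the text, with 1 point per library for GFP-depleted EC and bulk EC. Meis1, Hoxa9 and Cd44 lie higher in bulk EC, and Runx1 (0.62 and 0.66) and Pecam1 (153.9 and 154.5) lie at nearly the same level in both.

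All 3 lists of blood lineage genes stood apart. In the megakaryocyte list, 12 of 13 members were higher in bulk EC and the median log2 ratio was -3.12, below all 10000 random lists. The chemokine gene Pf4 was at 70.3 in GFP-depleted EC and 1112 in bulk EC (15.8 fold, 14.6 to 17.2), the platelet glycoprotein gene Gp9 at 1.26 and 20.7 (log2 ratio -3.75, and -3.13 after GC correction), and Treml1 at 0.27 and 11.8. Gp6, the platelet collagen receptor, was at 4.91 in bulk EC and listed at 0 in GFP-depleted EC. The exception was Clec1b (404.0 and 393.6), chosen after its values were seen. Erythroid genes were higher in bulk EC for 10 of 13 members (median -1.12, percentile 0.01). Gata1, the erythroid and megakaryocyte factor, was 17.9-fold higher (0.47 and 8.46), Nfe2 4.65-fold and the heme synthesis gene Alas2 3.86-fold. Hbb-b1 was 4.21-fold higher, but its reads may be split with its near-identical copy and the value is uncertain. The embryonic globin Hbb-y, chosen after its values were seen, was abundant in both libraries, at 269.8 and 543.7. Of 6 myeloid genes, 4 were higher in bulk EC (median -1.57, percentile 0.01). Among them were Coro1a (4.72 fold), the Fc receptor genes Fcgr3 (4.53 fold) and Fcer1g (2.61 fold), and Lyz2, listed at 0 in GFP-depleted EC.

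Pan-endothelial genes were higher in bulk EC for 9 of 27 members and in GFP-depleted EC for 0, and the median of -0.26 was at percentile 0.63. Eng, a TGF-beta co-receptor, differed most, at 10.2 in GFP-depleted EC and 63.0 in bulk EC (6.15 fold, 5.66 to 6.69). Sox18 was 2.70-fold (log2 ratio -1.41, and -0.62 after GC correction), the tight junction gene Cldn5 2.36-fold and Nos3, the endothelial nitric oxide synthase, 2.08-fold higher in bulk EC. After GC correction the list no longer stood apart (median -0.11, percentile 4.55), and Cldn5 (log2 ratio -0.48) and Nos3 (-0.46) fell below 1.5 fold.

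Arterial genes named by the study were higher in bulk EC for 4 of 9 members, with a median of -0.54 at percentile 2.56, and of -0.02 at percentile 45.5 after GC correction. The gap junction gene Gja5 was 2.34-fold and the hypoxia factor Epas1 2.44-fold higher. Notch4 was 1.66-fold higher, a difference that GC correction removed. A further arterial list stood apart, with 7 of 12 members higher in bulk EC and 0 in GFP-depleted EC (median -0.84, percentile 0.08). After GC correction it still stood apart (median -0.68, percentile 0.15), with 6 members higher in bulk EC and 2 in GFP-depleted EC. The Notch ligand gene Jag2 was 4.75-fold (log2 ratio -1.74, and -0.93 after GC correction), the kinase gene Bmx 3.85-fold, the chemokine gene Cxcl12 2.83-fold and the Notch target Hey1 2.17-fold higher. None of the 3 venous genes named by the study passed 1.5 fold, with Ephb4 at 22.2 and 18.1, Nr2f2 at 29.9 and 26.0, and Nrp2 at 16.9 and 18.7 in GFP-depleted and bulk EC. After GC correction Ephb4 was past 1.5 fold toward GFP-depleted EC (log2 ratio 0.81). The median of the 3 genes was 0.20 at percentile 75. Of 8 further venous and lymphatic genes (median 0.20, percentile 83.4), Aqp1 was 2.60-fold higher in bulk EC and the lymphatic factor Prox1 was 2.0-fold higher in GFP-depleted EC. The apelin receptor gene Aplnr was at 357.3 and 294.7. Of 3 endocardial genes, Nfatc1, Cgnl1 and Npr3, 0 passed 1.5 fold (median -0.22, percentile 35.3).

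Signaling genes were compared next. Inflammatory genes stood apart, with 14 of 28 higher in bulk EC and 3 in GFP-depleted EC (median -0.50, percentile 0.22). The TNF receptor gene Tnfrsf1a was 2.98-fold, the NF-kB subunit gene Relb 2.81-fold and Stat3 2.34-fold higher in bulk EC, and the chemokine gene Cxcl10 was at 0.096 and 1.14. In the TGF-beta and BMP list, 9 of 26 genes were higher in bulk EC and 2 in GFP-depleted EC (median -0.30, percentile 4.29). Besides Eng and Smad6, the ligand gene Bmp6 was 9.38-fold and the receptor gene Bmpr1a 3.47-fold higher in bulk EC. After GC correction this list stood apart (median -0.38, percentile 0.53). Of 19 Notch pathway genes, 8 were higher in bulk EC and 1 in GFP-depleted EC (median -0.40, percentile 4.39). After GC correction the Notch median was -0.02 at percentile 45.6. Among them the ligand gene Dll1 was 3.50-fold and Hey2 1.93-fold higher in bulk EC. Flow-responsive genes were higher in bulk EC for 3 of 7 members (median -0.53, percentile 3.87), namely Fam38a, the mechanosensitive channel gene Piezo1 (2.15 fold), Edn1 (2.12 fold) and Nos3. EMT genes were higher for 6 of 12 (median -0.46, percentile 2.04), among them Mmp14 (2.47 fold), Acta2 (2.12 fold), Snai1 (2.12 fold) and the intermediate filament gene Vim (976.1 and 1904). This list did not stand apart after GC correction (median -0.25, percentile 6.54).

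Of 4 lists of markers of other AGM tissues, the nephric and somite lists stood apart, and the neural and mesenchyme lists did not. The neural list stood apart after GC correction (median -0.86, percentile 0.76) and the mesenchyme list with a filter at 1 RPKM (median -0.89, percentile 2.40). Nephric, gonadal and epithelial genes were higher in bulk EC for 3 of 5 members (median -1.58, percentile 0.075), with Krt8 at 0.038 and 2.92, Gata3 6.01-fold and Krt18 3.14-fold higher. Somite and muscle genes were higher for 6 of 8 (median -1.19, percentile 0.03), including Actc1 at 4.25 fold, Myog at 5.29 fold, Meox1 at 10.3 fold and Sox9 at 2.69 fold. For neural genes it was 5 of 7 (median -0.75, percentile 4.0), with Tubb3 at 2.85 fold. Of 10 mesenchyme and mural genes, 6 were higher in bulk EC and 2 in GFP-depleted EC (median -0.59, percentile 5.69). The collagen gene Col3a1 was 8.30-fold and Ebf2 7.70-fold higher in bulk EC, and Lum was 8.74-fold higher in GFP-depleted EC.

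Immediate early genes, which respond within minutes to handling and dissociation, were higher in bulk EC for 13 of 17 members (median -0.93, below all 10000 random lists). Junb was at 0.51 in GFP-depleted EC and 15.2 in bulk EC (29.8 fold, 18.0 to 58.1), Hspa1a was 13.8-fold, Ier2 5.55-fold and Zfp36 3.14-fold higher. After GC correction the median was -0.41 (percentile 0.56), and the log2 ratios of Junb and Ier2 moved from -4.26 and -2.44 to -3.36 and -1.65. Of 16 housekeeping genes, 0 passed 1.5 fold in either direction (median 0.27, percentile 95.8). Ywhaz (643.9 and 457.1), Tbp (36.8 and 26.1) and EG216818, a ubiquitin gene (169.9 and 118.6) were somewhat higher in GFP-depleted EC.

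**Figure D2:**
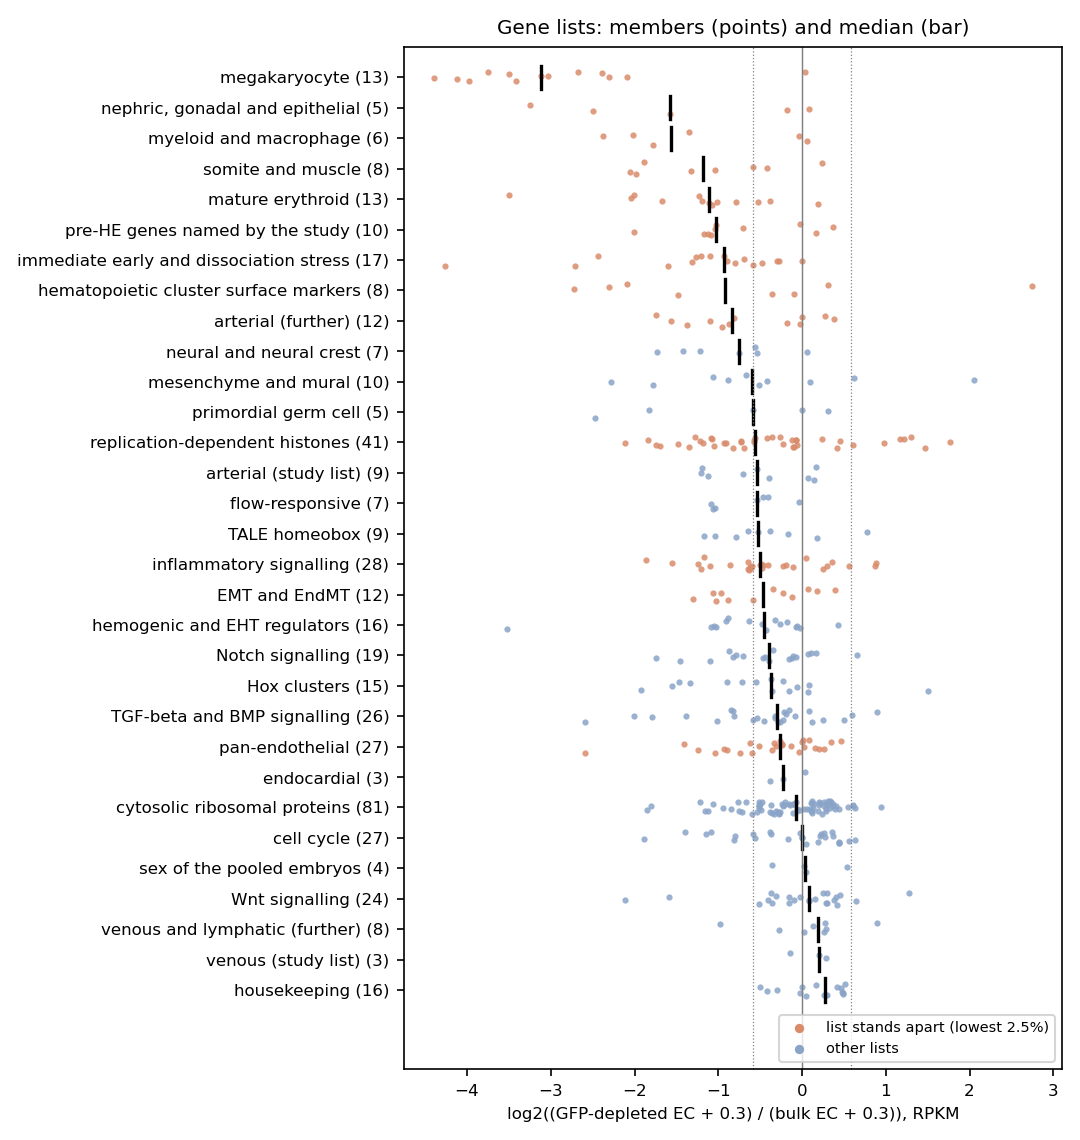
Log2 ratio of GFP-depleted EC over bulk EC for the members (points) of 31 gene lists, with 0.3 RPKM added to both values, the median of each list as a bar and the 1.5-fold threshold as dotted lines. The megakaryocyte median of -3.12 lies farthest to the left, and the 13 lists in orange lie below the 2.5 percentile of random lists of matched expression.

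At the level of single TFs, the 5 largest differences toward bulk EC were in Junb, Gfi1b, Gata1, the homeobox gene Nkx2-3 (10.8 fold, log2 ratio -2.75, and -1.99 after GC correction) and Myf6, a muscle factor at 1.68 in bulk EC and listed at 0 in GFP-depleted EC. Toward GFP-depleted EC they were in Hoxb9, Tlx1 (2.89 fold), Elk4 (2.74 fold), Zfpm2 (2.73 fold) and Zbtb43 (2.72 fold). The median over all 348 TFs was -0.26, below all 10000 random lists, and -0.11 at percentile 0.31 after GC correction, when 87 TFs were higher in bulk EC and 37 in GFP-depleted EC. For 83 of the TFs higher in bulk EC and 20 of those higher in GFP-depleted EC, the whole counting interval lay past 1.5 fold. With a broader list of 889 factors, chosen after the data were seen, 213 were higher in bulk EC and 137 in GFP-depleted EC.

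Among all genes of at least 5 RPKM, the 10 with the largest difference toward bulk EC included the platelet genes Treml1, Pf4 and Gp9, AC123724.9 (now Bin2; 0.15 and 10.8), the adaptor gene Dok2 (0.15 and 5.38), Pick1 (0.098 and 5.23) and Junb. Also among them were AL844534.4, a short microRNA feature whose value is uncertain, and AC159896.3 (now Gm7257), at 5.02 in bulk EC and listed at 0 in GFP-depleted EC. The 10 in the other direction included the olfactory receptor gene Olfr543 (37.3 fold, 5.10 and 0.14), the reductase gene Akr1c12 (19.1 fold), Zfp81 (9.16 fold) and Magee2 (6.41 fold). The rest were U4atac, 5S_rRNA, SNORA75, SNORD33, SCARNA6 and mmu-mir-1-2-as, short or repeated RNAs whose values are uncertain because reads are shared between copies or with host genes.

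The log2 ratio followed the GC content of the gene. Over 10845 protein-coding genes of at least 1 RPKM, which are not independent replicates, Spearman's rho with exonic GC was -0.377, and the tenth of genes with the highest GC (median 59.0%) had a median log2 ratio of -0.66 against 0.20 in the tenth with the lowest (40.01%). After the trend was subtracted, Meis1 (-1.31), Hoxa9 (-1.35), Cd44 (-1.22), Procr (-0.93) and Eng (-2.09) remained past 1.5 fold, and Gata2 (-0.33), Snai1 (-0.31) and Fam38a (-0.47) did not.

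**Figure D3:**
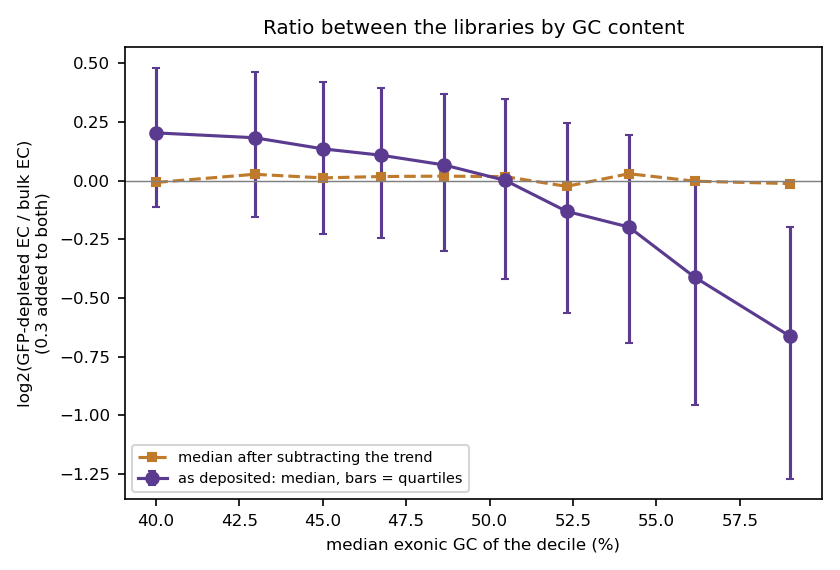
Median log2 ratio of GFP-depleted EC over bulk EC (0.3 RPKM added to both) by decile of exonic GC content (%), with the quartiles of each decile, and the median after GC correction. The median falls from 0.20 at a GC of 40.01% to -0.66 at 59.0%.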

Values the study reported

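The study reported 228 TFs enriched in GFP-positive HE over vascular EC of the AGM, groups that differ in name from the GFP-depleted EC and bulk EC of the labels. It compared genes of at least 0.3 RPKM and used a threshold of 1.5-fold. A search for shared regulatory elements then narrowed the HE-enriched factors to 9 TFs, among them Meis1 and Hoxa9.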

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

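The GC correction, the random lists matched on GC, the protein-coding set and the broader TF list were tests chosen only after the result was seen. No paired analysis was possible because each group has 1 library. The filter at 0.3 and the setting without a filter removed no gene and test nothing. Under a threshold of 2 fold, 1683 genes were higher in bulk EC and 839 in GFP-depleted EC, and for TFs the counts were 70 and 9, since the stricter threshold passes fewer genes. A pseudocount of 1 left 19 TFs higher in GFP-depleted EC. With the broader TF list, the counts were 213 and 137, and the share of calls higher in bulk EC was 60.9% in place of 76.7%. Over all genes this share was 60.7%, so the excess among TFs depended on the list. In the other settings run, the counts stayed within 1.5 times the reported ones, and genes higher in bulk EC outnumbered the others in each, from 2343 against 1301 with a pseudocount of 1 to 2557 against 2476 after quantile scaling. GC correction gave 2382 and 1939 genes and kept 2177 of 2866 calls in bulk EC and 1431 of 1764 in GFP-depleted EC. It reversed the histone list to a median of 0.095 (percentile 74.9) and Notch4 to a log2 ratio of 0.0044, both by removing the GC trend. It also ended the standing of 2 further lists and added 2, TGF-beta and BMP (-0.38) and neural genes (-0.86). With random lists matched on GC, 3 lists (pan-endothelial, EMT and histones) no longer stood apart. Among the other settings for lists, the mean in place of the median let 4 more stand apart and ended 2, a pseudocount of 1 and a filter at 1 RPKM each let 2 more stand apart, quantile scaling let 1 more, and median centering, a pseudocount of 0.1 and the filter at 0.3 in both libraries changed none. Depth limits low genes: counting alone, simulated from the depths over 20 draws, gave 191 and 120 calls among 12144 genes, where 2866 and 1764 were observed.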

Other observations

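The GC correction and the tests of a lower endothelial share, of megakaryocyte RNA as the source of Meis1 and Cd44, and of the GFP gate were chosen only after the result was seen.

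Proliferation genes did not separate the libraries as a group. Of 27 cell cycle genes, 7 were higher in bulk EC and 1 in GFP-depleted EC, and the median was 0.00 at percentile 27.2. The cyclin gene Ccnd3 (3.71 fold, log2 ratio -1.88, and -1.19 after GC correction), the replication helicase gene Mcm2 (2.64 fold), the mitotic kinase gene Plk1 (2.22 fold) and the cell cycle inhibitor gene Cdkn1a (2.15 fold) were higher in bulk EC. Replication-dependent histone genes were higher in bulk EC for 21 of 41 members and in GFP-depleted EC for 7 (median -0.56, percentile 0.07), a direction that reversed after GC correction (median 0.09). Hist1h2bc was 4.42-fold, Hist1h4h 5.35-fold and Hist1h3d 4.11-fold higher in bulk EC, and the linker histone gene Hist1h1a was 3.83-fold higher in GFP-depleted EC. Histone genes are near-identical copies that share reads, so their values are uncertain. Of 81 ribosomal protein genes, 14 were higher in bulk EC and 4 in GFP-depleted EC (median -0.07, percentile 3.62, and 0.01 after GC correction). Rps10 was 3.62-fold, Rpl39l 4.51-fold and Rplp1 2.33-fold higher in bulk EC, with reads that pseudogenes may share.

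In the Wnt list 3 of 24 genes were higher in each library (median 0.08, percentile 78.5). The feedback inhibitor genes Nkd1 (5.09 fold) and Dkk1 (4.15 fold) were higher in bulk EC, and Gsk3b (2.48 fold) and the co-receptor gene Lrp6 (1.70 fold) in GFP-depleted EC. Germ cell genes were higher in bulk EC for 3 of 5 (median -0.59, percentile 12.8), with Dppa5a at 0.21 and 2.55 and Dnd1 at 0.20 and 1.48, whereas Kit and Prdm1 (3.72 and 3.74) stayed within 1.5 fold. The Y-linked genes Eif2s3y (28.1 and 19.2), Ddx3y (19.3 and 18.9), Jarid1d (2.55 and 3.37) and Uty (3.30 and 3.18) were present in both libraries, and 0 passed 1.5 fold (median 0.04, percentile 63.7).

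The number of TFs higher in bulk EC was 112 here. That is lower than the number quoted from the study above, which came from another list of factors. With the broader list used here it was 213. The results text of the study gives its number for GFP-positive HE over vascular EC. Its methods describe GFP-negative cells and bulk EC, as the labels do here, so whether the groups differ is not settled.

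More genes were higher in bulk EC than in GFP-depleted EC, 2866 against 1764 among genes with a GC value, a quotient of 1.62. Fewer reads in the GFP-depleted library are argued against as the cause, because among 4027 genes deep enough to hold at least 1000 reads there, 12.9% were still higher in bulk EC and 6.88% in GFP-depleted EC. After GC correction the quotient was 1.23, consistent with a GC-dependent yield in 1 of the amplified libraries as a candidate explanation for part of the excess. Quantile scaling, which gives both libraries the same distribution of values, left 2557 against 2476 of all genes, a quotient of 1.03. The GC trend and the sorted population cannot be separated by design here, since each group is 1 library.

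Megakaryocyte genes were far higher in bulk EC. A GC-dependent yield is argued against by the GC-corrected median of -3.13, outside the range of -0.36 to 0.35 of random lists. A lower share of endothelial cells in the bulk EC sort was not ruled out. Of 27 genes taken from 4 other tissue lists, which together hold more members, 18 were higher in bulk EC and 2 in GFP-depleted EC. Their GC-corrected median was -0.75 (bootstrap range -1.36 to -0.38), against -3.59 to -2.03 for the megakaryocyte list. An equal rise of all other tissues would not give this gap, but a sort need not admit each tissue equally. A second list of 18 megakaryocyte and platelet genes was not among the 32 lists. It included Bin2, already named above among the 10 largest differences toward bulk EC. Its GC-corrected median was -0.97, lower than all 10000 random lists but inside the bootstrap range of the other tissues. The gap to the other tissues thus held for the first megakaryocyte list only. Alox12 was at 6.87 fold and Rgs18 at 6.04 fold (chosen after their values were seen). RNA of megakaryocyte-lineage cells in bulk EC may account for the higher megakaryocyte genes. However, 5 of the 18 (Cd9, Gng11, Mmrn1, Serpine2, Trpc6) were above 10 RPKM in GFP-depleted EC, and Mmrn1 was higher there. The sort had a gate against CD45 but none against CD41. Removal of megakaryocyte-lineage cells by the GFP gate stays open and untested.

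Meis1, Cd44 and other pre-HE genes were higher in bulk EC, and the GC-corrected median of -1.01 lies outside the range of -0.44 to 0.37 of random lists, which argues against GC-dependent yield. For Meis1 and Cd44 (median after GC correction -1.26), megakaryocyte-lineage RNA and the HE cannot be told apart as the source, since blood cells may express both. The same 27 genes taken from 4 other tissue lists were also mostly higher in bulk EC (GC-corrected median -0.75). The study reports Meis1 in the subaortic mesenchyme too, and a source in other tissues was not tested. For the endothelial genes Vegfc, Notch4 and Smad6 the median after correction was -1.14. Vegfc and Smad6 had among the largest differences of the pre-HE list, so this median cannot decide on megakaryocyte-lineage RNA as the source. The values reach from -1.22 in Smad6 to 0.00 in Notch4, a spread over 3 genes that leaves that source open. Removal of Runx1-expressing cells by the GFP gate is left open by Runx1 itself: the upper counting limit of its fold was 1.38, below the 2.15 of Meis1, but Runx1 lay near the lowest listed level in both libraries, so the gate and other differences cannot be told apart.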
